A study of Homo sapiens with 70 samples.

How the data were processed

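RNA was measured in a human lens epithelial (HLE) cell line that had been exposed to X-rays. The cells received no dose or 1 of 6 doses between 0.01 and 5 Gy, either at a low dose rate of 1.62 cGy/min or at a high dose rate of 38.2 cGy/min, and were harvested 20 h later. Each dose at each rate has 5 replicate libraries, which gives 14 groups and 70 libraries. Per the labels, total RNA was depleted of ribosomal RNA with Ribo-Zero Gold and made into stranded TruSeq libraries. The submitters' processing notes list bcl2fastq 2.17.1.14, STAR 2.5, DESeq2 without a version, and genome build GRCh38. The counting tool and the gene annotation are not given in the sources used here.

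The deposited table holds raw counts per gene, which the authors did not normalise. It has 60766 entries, of which 60674 are Ensembl genes and 92 are ERCC spike-in sequences. The spike-ins took 16 reads in all 70 libraries, with at most 2 in a library, so they were not used. Libraries hold between 7.18 and 65.9 M counts (1 M is 1e+06), with a median of 36.2 M. A symbol or an ID was found for 56557 of the Ensembl genes. Gene positions, lengths and GC content are those of GENCODE v29 on GRCh38. No 2 replicates of a group were copies of each other: the lowest chi-square per degree of freedom between replicates was 7.40.

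Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes with low counts were removed with filterByExpr at its default settings, library sizes were scaled by TMM, and the quasi-likelihood F test with robust estimation was applied to each gene. The test is two-sided. P-values were adjusted by Benjamini-Hochberg over all genes tested, and a gene was called at an adjusted p under 0.05. Each dose was compared with the unirradiated controls of the same dose rate in a model of the 35 libraries of that rate. The dose trend was fitted over the same 35 libraries as a slope of log2 expression per Gy. Differences between dose rates, the difference between slopes and the comparison of the controls were fitted over all 70 libraries. The standard error (SE) of a log2 fold change was taken as its size divided by the square root of the F statistic. Levels are counts per M (CPM). The biological coefficient of variation was 17.1% at the high dose rate, 19.5% at the low dose rate and 18.4% over all libraries.

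Groups of genes were tested with camera in limma 3.58.1, with an inter-gene correlation of 0.01. The 25 lists hold targets of p53, genes of G2 phase and mitosis, of S phase and replication, histone genes, DNA repair, interferon-stimulated genes, inflammatory and secreted factors, targets of NRF2, antioxidant enzymes, and genes of the extracellular matrix and epithelial-to-mesenchymal transition. Further lists hold lens fibre and lens epithelial genes, the unfolded protein and integrated stress responses, heat shock, cholesterol synthesis, hypoxia and glycolysis, mitochondrially encoded genes, nuclear genes of the respiratory chain, ribosomal proteins and immediate early genes. Markers of melanocytes, endothelium, leukocytes, fibroblasts and squamous epithelium complete them. P-values were adjusted over the 300 tests of 25 lists in 12 comparisons with control. Beside each, camera was run with the correlation estimated from the data, and fry was run as a test of whether a list moves on balance in 1 direction. Fold changes at both dose rates were compared by correlation across genes, which are not independent replicates.

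The groups, the tests, the lists, the alternatives listed first below and the rule for naming genes were chosen before the data were examined. The rule takes, at 2 and 5 Gy at each rate, the 6 genes with the largest rise and the 6 with the largest fall. These had to be called, to have a symbol and a mean of at least 1 CPM, and to have all 5 irradiated libraries on the same side of the control mean. It also takes up to 4 members of each list with the smallest p at 5 Gy at each rate, the 4 genes with the smallest adjusted p in each direction for trends, differences between rates and controls, and 15 genes fixed by name whatever their result. At 0.5 Gy and below it would have taken 3 genes in each direction, but no gene was called there. Not every gene taken by the rule is reported here.

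Alternatives of this kind were DESeq2 size factors in place of TMM, no filter on low counts, the DESeq2 1.42.0 Wald test, the replicate number as a term of the model, the rank of the dose in place of the dose, models of only the 2 groups compared, an estimated correlation for lists, and leaving out each library or replicate number in turn. Others were added after the data were seen. They use the share of reads from mitochondrial ribosomal RNA (mt-rRNA, genes MT-RNR1 and MT-RNR2) as a term on the log10 scale after an offset of 0.001 percent, only the libraries with a share under 5 percent, or all low-rate libraries except those numbered 3. The values of single genes without high-rate control replicate 1 were added in the same way. The analysis was tested on simulated data with 100 genes changed by 1.5-fold and 100 changed by 2-fold per comparison. Recovery with fewer changed genes was not tested. For each comparison 100 random regroupings of the libraries were run. No library was left out of the values reported first.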

Results

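The study asked how the transcriptome of human lens epithelial cells responds to X-ray dose and dose rate. Gene counts were available for 70 libraries, 35 at the low dose rate of 1.62 cGy/min and 35 at the high dose rate of 38.2 cGy/min, with 5 libraries at each of 7 doses from 0 to 5 Gy. Totals ranged from 7.18 M counts (1 M is 1e+06) in high-rate 2 Gy replicate 1 to 65.9 M in a high-rate 0.01 Gy library. The next lowest were high-rate 0.05 Gy replicate 4 with 12.2 M and low-rate 0.25 Gy replicate 4 with 13.1 M. Group means lay between 30.7 M at 2 Gy, high rate, and 40.4 M at 0.5 Gy, low rate. Reads from the mitochondrial ribosomal genes MT-RNR1 and MT-RNR2 split the libraries into 22 with shares from 6.5% to 13.03% and 48 with shares of at most 0.518%. The 22 high-share libraries were spread over the groups: the high-rate controls had 2 and the high-rate 2 and 5 Gy groups 0 and 1, while the low-rate controls had 3 and the low-rate 2 and 5 Gy groups 3 and 1.

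At 5 Gy and the high dose rate, targets of p53 and genes of G2 phase and mitosis rose and histone genes fell. CDKN1A (ENSG00000124762, chromosome 6, 36676460 to 36687339), which encodes the cell-cycle inhibitor p21, rose by 2.02 ± 0.12 on the log2 scale (SE, n = 5 per group, edgeR adjusted p = 1.90e-14). Its level was 31.1 ± 2.70 CPM in the controls and 126 ± 11.3 CPM at 5 Gy (SD, n = 5). AREG, which encodes the growth factor amphiregulin, rose by 2.30 ± 0.15 (ENSG00000109321, chromosome 4, 74445134 to 74455009). INPP5D, an inositol phosphatase, rose by 2.28 ± 0.26, CYFIP2, a regulator of actin and a p53 target, by 2.02 ± 0.17, NECTIN4, an adhesion molecule, by 1.86 ± 0.17, and GLS2, a glutaminase, by 1.83 ± 0.17. The largest falls were those of KIF26B, a kinesin, with a log2 change of -1.80 ± 0.19, the histone genes H3C13 (-1.53 ± 0.24), H3C11 (-1.49 ± 0.16) and H1-5 (-1.45 ± 0.099), the long non-coding RNA LINC01444 (-1.50 ± 0.20) and INHBB, a subunit of activin and inhibin (-1.48 ± 0.38). H1-5 (ENSG00000184357, chromosome 6, 27866849 to 27867529) was at 802 ± 91.8 CPM in the controls and 292 ± 40.1 CPM at 5 Gy. In all, 2145 of 16268 genes passed the edgeR test (genes changed at 5 Gy, high dose rate), 942 higher and 1203 lower, and 810 of them by at least 1.5-fold. Among the 48 low-share libraries, which leave 3 controls and 4 irradiated libraries, 1245 genes passed, with CDKN1A at 2.03 and H1-5 at -1.46.

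The p53 targets moved upward as a group at 5 Gy, high rate: of 50 measured, 24 rose and 2 fell, and 26 and 2 did so adjusted over the list alone. The median was 0.31 (camera adjusted p = 4.45e-21, and adjusted p = 5.73e-07 with an estimated correlation). MDM2, which encodes the ubiquitin ligase that degrades p53, rose by 1.02 ± 0.093, TP53INP1 by 1.59 ± 0.13, FDXR, a mitochondrial reductase, by 1.09 ± 0.14, and GDF15, a secreted stress factor, by 1.77 ± 0.16. Genes of G2 phase and mitosis rose: 36 of 50 passed upward and 0 downward (40 and 0 adjusted over the list alone), with a median of 0.48 (adjusted p = 0.00175 with an estimated correlation). CCNB2 rose by 0.70 ± 0.077, AURKA by 0.67 ± 0.084, KIF20A by 0.66 ± 0.085, CCNB1 by 0.61 ± 0.11 and UBE2C by 0.53 ± 0.060, whereas MKI67, at 0.31 ± 0.34, did not pass. Replication-dependent histone genes, whose transcripts mostly lack a poly(A) tail, fell: 44 of 52 passed downward and 2 upward (45 and 2 adjusted over the list alone). Their median was -1.02 (adjusted p = 0.00213 with an estimated correlation), with H1-4 at -1.33 ± 0.097, H2AC16 at -1.34 ± 0.11 and H2AC8 at -1.31 ± 0.10.

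Of 50 genes of S phase and replication, 16 fell and 0 rose at 5 Gy, high rate (19 and 0 adjusted over the list alone), among them UNG (-0.49 ± 0.069), CDC45 (-0.54 ± 0.093), POLA1 (-0.39 ± 0.058) and POLD3 (-0.38 ± 0.074). Their median was -0.22 (camera adjusted p = 3.06e-08, and adjusted p = 0.0600 with an estimated correlation). Of 50 genes of the extracellular matrix and epithelial-to-mesenchymal transition, 19 fell and 0 rose (25 and 0 adjusted over the list alone). TGFB2, which encodes a growth factor that drives this transition in lens epithelium, changed by -0.88 ± 0.10, ACTA2, smooth muscle actin, by -0.69 ± 0.11, the protease inhibitor SERPINE2 by -0.62 ± 0.080 and the laminin LAMB1 by -0.48 ± 0.078. The median of this list was -0.44 (camera adjusted p = 4.45e-12, and adjusted p = 0.0568 with an estimated correlation). The mean log2 level of the list in high-rate control replicate 1, 6.95, lay within the 5 Gy range of 6.67 to 7.08. The other controls lay at 7.38 to 7.45. Means of the fibroblast markers were lower at 5 Gy as well (1.90 to 2.33, controls 2.42 to 2.70). Of 34 genes of hypoxia and glycolysis, 16 fell and 0 rose (24 and 0 adjusted over the list alone), with the glucose transporter SLC2A1 at -0.61 ± 0.090, BNIP3 at -0.54 ± 0.11, enolase ENO1 at -0.45 ± 0.086 and P4HA2 at -0.37 ± 0.074. Their median was -0.36 (adjusted p = 2.39e-10, and adjusted p = 0.0586 with an estimated correlation). Of 39 interferon-stimulated genes, 12 rose and 1 fell (15 and 1 adjusted over the list alone), with IFI6 at 0.65 ± 0.12, IFIT1 at 0.65 ± 0.16, UBE2L6 at 0.43 ± 0.10 and GBP1 at -0.49 ± 0.092. The camera adjusted p of this list was 4.28e-06, and adjusted p = 0.144 with an estimated correlation. Among 30 inflammatory and secreted factors 3 rose and 3 fell (3 and 3 adjusted over the list alone), with IGFBP3 at -1.19 ± 0.11. IL6 (-0.33 ± 0.18) and CXCL8 (0.51 ± 0.24) did not pass. Among 45 genes of DNA repair 1 rose, TP53BP1 (0.26 ± 0.068), and 3 fell, EXO1 (-0.63 ± 0.074), RBBP8 (-0.37 ± 0.097) and BLM (-0.30 ± 0.10), against 1 and 2 adjusted over the list alone. Without high-rate control replicate 1, RBBP8 (-0.23, adjusted p = 0.0574) and BLM (-0.19, adjusted p = 0.220) did not pass.

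At 2 Gy and the high dose rate AREG rose by 1.33 ± 0.16, CDKN1A by 0.96 ± 0.11 (edgeR adjusted p = 5.77e-06, 59.5 ± 7.28 CPM, SD, n = 5), the antisense RNA ATP2B1-AS1 by 1.07 ± 0.24, STYXL2 by 0.94 ± 0.20, ANGPTL4, a regulator of lipoprotein lipase, by 0.94 ± 0.18 and TCIM by 0.90 ± 0.18. The falls were led by KIF26B (-0.85 ± 0.19), the potassium channel gene KCNH1 (-0.84 ± 0.16) and the histone genes H2AC21 (-0.83 ± 0.12), H3C11 (-0.80 ± 0.16), H1-4 (-0.79 ± 0.096) and HIST1H3B (-0.76 ± 0.12). Of 52 histone genes 25 fell and 1 rose (41 and 2 adjusted over the list alone), with a median of -0.54 (adjusted p = 0.00817 with an estimated correlation). Of 50 p53 targets 6 rose (12 rose and 1 fell adjusted over the list alone), with a median of 0.18 (adjusted p = 6.29e-05 with an estimated correlation). MDM2 rose by 0.41 ± 0.092 and GDF15 by 0.74 ± 0.17. CXCL8, at 0.89 ± 0.24, did not pass (adjusted p = 0.0907). In all, 96 of 16268 genes passed, 56 higher and 40 lower. This count fell to 27 without 2 Gy replicate 2, to 47 without control replicate 3 and to 63 without control replicate 4. DESeq2 called 158 genes. The edgeR count was 14 in the low-share libraries alone, where CDKN1A stood at 1.00. It was highest with the replicate number as a block and lowest in a model of only the 2 groups compared, as given below.

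At 0.5, 0.25, 0.05 and 0.01 Gy and the high dose rate, edgeR called 0 genes. Unadjusted p-values under 0.05 were found for 292, 161, 203 and 172 of 16268 genes (1.79%, 0.990%, 1.25% and 1.06%, below the 5% expected of uniform p-values, for a reason not tested), and DESeq2 called 0 genes at each of these doses as well. CDKN1A was at 0.31 ± 0.11 on the log2 scale at 0.5 Gy and 0.17 ± 0.11 at 0.25 Gy, and neither passed. MDM2 was at 0.03 ± 0.092 at 0.5 Gy. The p53 targets as a list lay above the controls at 0.5 Gy by a median of 0.06 (camera adjusted p = 0.000447, and adjusted p = 0.0378 with an estimated correlation), with 0 members called and 0 adjusted over the list alone. On simulated data the same test recovered 93, 91, 84 and 91 of 100 genes changed by 2-fold at these doses, and 63, 57, 60 and 72 of 100 genes changed by 1.5-fold, among 16268 genes.

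**Figure D1:**
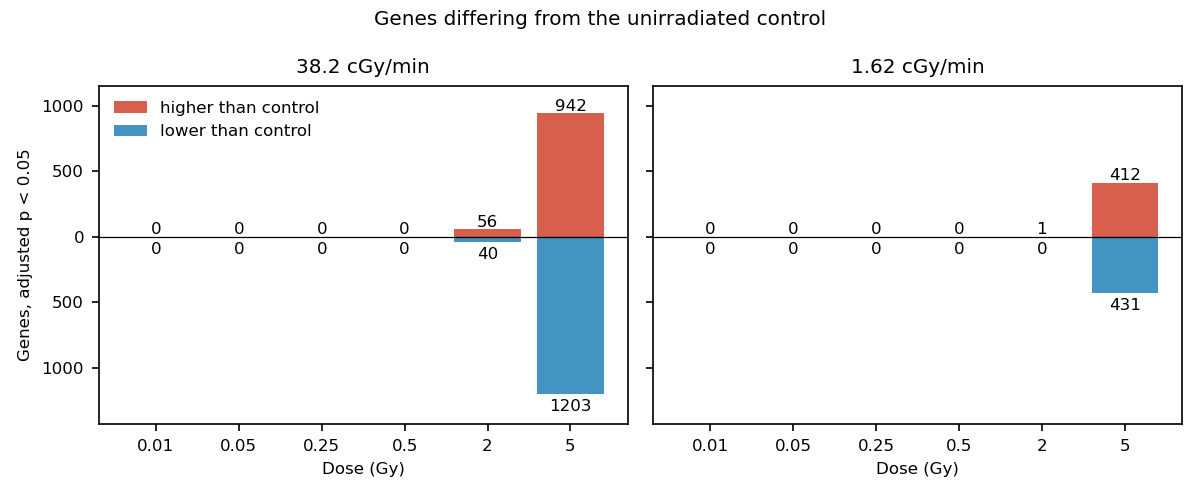
Number of genes called higher and lower than the unirradiated controls at each dose (Gy) and dose rate, by the edgeR test. At 5 Gy the high rate gave 2145 genes and the low rate 843, and at 0.5 Gy and below both gave 0.

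At 5 Gy and the low dose rate, AREG and targets of p53 rose. AREG rose by 1.95 ± 0.30 (SE, n = 5 per group), GLS2 by 1.68 ± 0.29, GDF15 by 1.67 ± 0.32, IFIT2 by 1.62 ± 0.27 and HERC5, an ISG15 ligase, by 1.54 ± 0.26. INHBB changed by -1.80 ± 0.31 (ENSG00000163083, chromosome 2, 120346143 to 120351808), from 10.2 ± 1.08 CPM to 2.96 ± 2.01 CPM (SD, n = 5). The guidance receptor ligand SEMA5A (-1.66 ± 0.39), the connexin GJA5 (-1.45 ± 0.30), CACNG4 (-1.42 ± 0.30), MXRA5 (-1.41 ± 0.34) and the cardiac and smooth muscle coactivator MYOCD (-1.40 ± 0.37) fell as well. CDKN1A rose by 1.94 ± 0.30 (edgeR adjusted p = 0.000680). In all, 843 of 16530 genes passed (genes changed at 5 Gy, low dose rate), 412 higher and 431 lower. The library labelled low-rate 5 Gy replicate 3 had CDKN1A at 34.7 CPM, where the other 4 had 150 to 182 CPM and the controls averaged 37.6 CPM, and the library labelled low-rate 2 Gy replicate 3 had 189 CPM, where its other 4 had 55.1 to 64.8 CPM. Directions at 2 and 5 Gy, low rate, are drawn with these libraries as labelled. Without 5 Gy replicate 3 the count was 1940, and without every low-rate library numbered 3 it was 1763, with CDKN1A at 2.22 ± 0.086, INHBB at -2.29 ± 0.20 and SEMA5A at -2.58 ± 0.26. The count was 298, 319, 440 and 459 without 5 Gy replicates 5, 2, 4 and 1, and 461 and 478 without control replicates 1 and 5. In the low-share libraries alone, with 2 controls and 4 irradiated libraries that include the doubtful one, edgeR called 0 genes and 1978 had an unadjusted p under 0.05. CDKN1A was then at 1.76 (adjusted p = 0.206).

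The p53 targets rose at 5 Gy, low rate: 16 of 50 passed upward and 0 downward (22 and 1 adjusted over the list alone), with a median of 0.33 (adjusted p = 0.0237 with an estimated correlation). FAS, a death receptor gene, rose by 1.43 ± 0.21, TP53INP1 by 1.38 ± 0.23, MDM2 by 1.05 ± 0.17 and FDXR by 0.91 ± 0.21. Genes of hypoxia and glycolysis fell: 8 of 34 passed downward (19 adjusted over the list alone), with a median of -0.36 (adjusted p = 0.0196 with an estimated correlation). Among them were EGLN3 (-1.0 ± 0.22), the kinase gene PDK1 (-0.88 ± 0.21), SLC2A1 (-0.84 ± 0.13) and lactate dehydrogenase LDHA (-0.74 ± 0.18). Of 50 matrix and transition genes 15 fell (29 adjusted over the list alone), with ACTA2 at -1.14 ± 0.30, COL1A2 at -1.06 ± 0.22, COL3A1 at -1.01 ± 0.22, TGFB2 at -0.98 ± 0.26, TIMP3 at -0.96 ± 0.21 and LOXL1 at -0.71 ± 0.15. Their median was -0.49 (camera adjusted p = 2.50e-17, and adjusted p = 0.0798 with an estimated correlation). Of 50 genes of G2 phase and mitosis 9 rose (20 adjusted over the list alone), including HMMR (0.89 ± 0.17), NEK2 (0.54 ± 0.14), CENPE (0.48 ± 0.13) and ASPM (0.43 ± 0.10). Their median was 0.26 (camera adjusted p = 2.39e-10, and adjusted p = 0.262 with an estimated correlation). Among 53 histone genes 4 fell and 1 rose (10 and 1 adjusted over the list alone), with a median of -0.35 (camera adjusted p = 2.32e-08, and adjusted p = 0.671 with an estimated correlation). H3C11 was at -0.72 ± 0.16 and H4C16 at -0.58 ± 0.12, while H4C9 rose by 1.08 ± 0.19. Without the low-rate libraries numbered 3, 27 histone genes fell and 1 rose, with a median of -0.57, and 18 genes of hypoxia and glycolysis and 5 of S phase fell. Of 42 interferon-stimulated genes 6 rose and 1 fell (8 and 1 adjusted over the list alone), with IFI44 at 1.10 ± 0.20 and IFIT3 at 1.01 ± 0.19, and the list had camera adjusted p = 0.00651 and adjusted p = 0.759 with an estimated correlation. The list mean was ordered by replicate number in the controls (3.12, 2.97, 2.83, 2.79 and 2.68), which this fit did not include. At 5 Gy the means were 3.26, 3.16, 2.81, 2.97 and 3.06, each above the control of the same number except in number 3. IFIT1, at 0.85, did not pass (adjusted p = 0.0552). Of 50 S-phase genes POLA1 fell (-0.31, 1 adjusted over the list alone, list adjusted p = 0.583 with an estimated correlation). Of 45 repair genes RAD52 rose (0.38, 0 adjusted over the list alone). RAD52 rose by 0.46 without the low-rate libraries numbered 3. In that fit EXO1 (-0.46, edgeR adjusted p = 0.00155) and OGG1 (-0.29, adjusted p = 0.0311) fell. Of 32 inflammatory and secreted factors AREG, GDF15 and BIRC3 (0.40) rose and IGFBP3 (-1.37) fell (3 and 1 adjusted over the list alone). Without the low-rate libraries numbered 3, BIRC3 (0.36, edgeR adjusted p = 0.0704) did not pass, whereas IFIT1 (0.97, adjusted p = 0.0489) did.

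At 2 Gy and the low dose rate 1 gene passed, LINC00973, a long non-coding RNA (ENSG00000240476, chromosome 3, 98981058 to 98983096). It rose by 1.19 ± 0.20 (edgeR adjusted p = 0.0130), from 1.51 ± 0.40 CPM to 3.40 ± 0.75 CPM (SD, n = 5). The count was 0 without 2 Gy replicate 4 or control replicate 2 or 3, 2 without 2 Gy replicate 2 or 3 or control replicate 4, and 4 without every low-rate library numbered 3, when CDKN1A (0.66), INHBB (-1.12) and the histone gene H4C16 (-0.60) passed too. DESeq2 called 16 genes, and 1364 of 16530 genes had an unadjusted p under 0.05. CDKN1A was at 1.17 ± 0.29 with the library labelled replicate 3 included, and did not pass (adjusted p = 0.215). Genes of hypoxia and glycolysis had a median of -0.29 (adjusted p = 0.0237 with an estimated correlation), with 0 members called and 2 lower adjusted over the list alone. The histone genes had a median of -0.42 (camera adjusted p = 3.83e-25, and adjusted p = 0.195 with an estimated correlation) and the p53 targets 0.13 (camera adjusted p = 6.28e-06, and adjusted p = 0.223 with an estimated correlation), again with 0 members called. At 0.5, 0.25, 0.05 and 0.01 Gy, low rate, edgeR and DESeq2 called 0 genes, and 394, 418, 268 and 443 genes had an unadjusted p under 0.05 in edgeR (2.38%, 2.53%, 1.62% and 2.68%, again below 5%). Simulated genes changed by 2-fold were recovered in 82, 91, 86 and 85 of 100 cases at these doses, and those changed by 1.5-fold in 39, 52, 49 and 45, among 16530 genes.

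Over all doses, CDKN1A had the smallest p of the rising trends at both rates, at 0.40 ± 0.015 log2 per Gy at the high rate (edgeR adjusted p = 4.06e-22) and 0.43 ± 0.042 at the low rate (adjusted p = 3.68e-08). At the high rate AREG (0.45 ± 0.023), CYFIP2 (0.37 ± 0.022) and TP53INP1 (0.33 ± 0.018) rose, and the histone genes H1-5 (-0.29 ± 0.017), H2AC8 (-0.29 ± 0.018) and H1-4 (-0.28 ± 0.018) and the phosphodiesterase gene PDE1C (-0.21 ± 0.015) fell. At the low rate the p53-regulated non-coding RNA PURPL (0.57 ± 0.062), AREG (0.41 ± 0.042) and FAS (0.26 ± 0.028) rose. PURPL was at a low level in the low-rate controls, 0.172 CPM on average. KCNH1 (-0.24 ± 0.035), the fatty acid desaturase gene SCD (-0.24 ± 0.033), the secreted factor gene OLFML3 (-0.23 ± 0.031) and SLC2A1 (-0.15 ± 0.021) fell at the low rate. The number of genes with a dose trend, high dose rate, was 4265 of 16268, 2167 rising and 2098 falling. The number of genes with a dose trend, low dose rate, was 2407 of 16530, 1287 rising and 1120 falling. With the rank of the dose in place of the dose the counts were 2440 and 1271. The low-rate count was 979, 1326, 1460 and 1557 without replicate numbers 5, 1, 2 and 4, and 417 in the low-share libraries alone.

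Fold changes at 5 Gy were compared between the dose rates across 16084 genes, which are not independent replicates. Their Pearson correlation was 0.649 and Spearman's rho 0.615. Of the genes called higher, 225 were shared (23.1 expected for independent calls), and of those called lower 275 (32.2 expected), with 0 called in opposite directions. CDKN1A, MDM2, GDF15, FDXR and AREG were called higher, and TGFB2, ACTA2, SLC2A1, INHBB and FGFR2 lower, at both rates. At 2 Gy the Pearson and Spearman values were 0.257 and 0.355, at 0.5 Gy 0.0325 and 0.0842, at 0.25 Gy 0.1503 and 0.275, at 0.05 Gy 0.0255 and 0.0115, and at 0.01 Gy -0.270 and -0.436. Without high-rate control replicate 1 the Spearman value at 0.01 Gy was 0.0263.

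**Figure D2:**
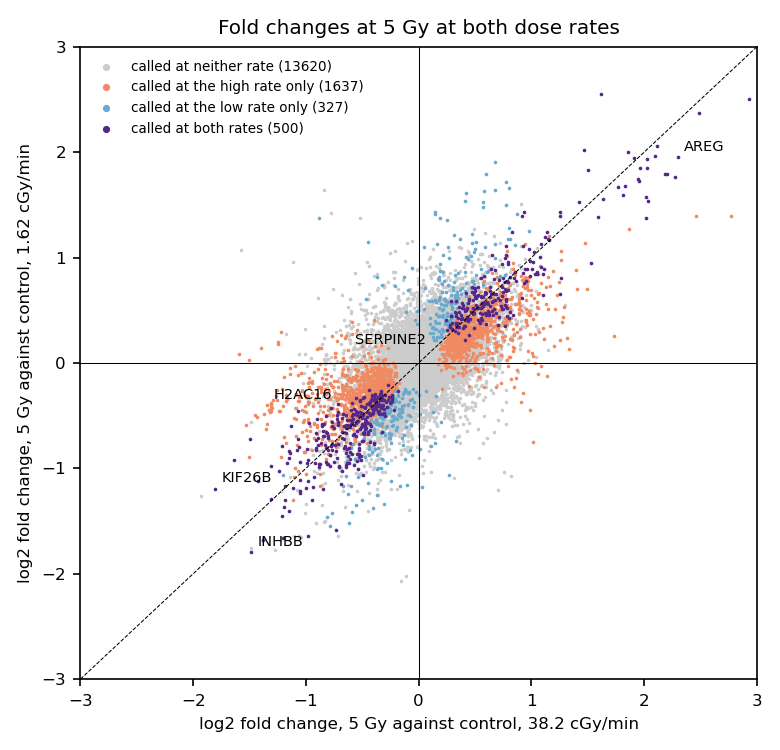
Log2 fold change at 5 Gy at the low dose rate against that at the high dose rate, with a point for each of 16084 genes and colours for the calls; 3 genes lie outside the axes. No gene was called in opposite directions at the 2 rates.

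The change at 5 Gy itself differed between rates for 6 of 17011 genes, 1 with a more positive change at the high rate and 5 with a more negative one. The difference, high minus low, was 0.93 ± 0.19 for QPRT, an enzyme of NAD synthesis (edgeR adjusted p = 0.0219), -0.74 ± 0.11 for SERPINE2 (adjusted p = 0.000129), -0.95 ± 0.17 for NT5E, the ecto-nucleotidase CD73, -0.94 ± 0.17 for H2AC16 and -1.06 ± 0.19 for the pseudogene DPY19L2P2. Over the histone genes the difference had a median of -0.68 (54 genes, 50 below 0, adjusted p = 0.00846 with an estimated correlation), and 2 of them passed the edgeR test (40 adjusted over the list alone). For the p53 targets the median difference was 0.01 (adjusted p = 0.841), and for genes of G2 phase and mitosis 0.22 (camera adjusted p = 5.81e-14, and adjusted p = 0.0518 with an estimated correlation). Without the low-rate libraries numbered 3, 13 genes differed and the histone median was -0.47 (51 of 54 below 0, adjusted p = 0.0513 with an estimated correlation). Of the histone genes 1 then passed (14 adjusted over the list alone). The lists that then passed with an estimated correlation were the leukocyte markers (median difference -0.41, adjusted p = 0.00807) and cholesterol synthesis (0.19, adjusted p = 0.0396). In the low-share libraries alone 0 histone genes passed (2 adjusted over the list alone), with a median of -0.66. The count of genes that differed at 5 Gy was 1, 2 and 2 without replicate numbers 5, 2 and 4, and 10 without replicate number 1. It was 17 with DESeq2, and 0 in the low-share libraries alone, where 897 genes had an unadjusted p under 0.05. It was higher with the mt-rRNA share as a term and highest with the replicate number as a block, as given below. At 2, 0.5, 0.25, 0.05 and 0.01 Gy, edgeR and DESeq2 called 0 genes as different between rates, with 505, 352, 178, 229 and 800 unadjusted p-values under 0.05 in edgeR. At 5 Gy the test recovered 81 of 100 simulated differences of 2-fold and 27 of 100 of 1.5-fold, among 17011 genes.

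The slope of the dose trend differed between rates for 127 of 17011 genes, 38 more positive and 89 more negative at the high rate. QPRT differed by 0.16 ± 0.028 log2 per Gy, CNTN5, a neural adhesion gene, by 0.20 ± 0.036, WDPCP, a gene of planar cell polarity, by 0.09 ± 0.016 and the cell-cycle inhibitor gene CDKN2C by 0.06 ± 0.013. SERPINE2 (-0.16 ± 0.017, edgeR adjusted p = 2.41e-10), DPY19L2P2 (-0.19 ± 0.029), NT5E (-0.19 ± 0.029) and H2AC16 (-0.19 ± 0.029) had lower slopes at the high rate. The count was 62, 64, 71 and 74 without replicate numbers 1, 2, 3 and 4, 24 in the low-share libraries alone and 6 with the rank of the dose. It was higher with the replicate number as a block, as given below.

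Unirradiated controls were compared between rates as a background for these differences. Levels were higher in the high-rate controls for the collagen gene COL15A1 (0.87 ± 0.16), NUDT11 (2.46 ± 0.47) and ZNF850 (0.35 ± 0.072). NUDT11 lay near the floor in the low-rate controls, at 0.0785 CPM on average and 0 in the lowest library. Lower in the high-rate controls were the trophoblast glycoprotein gene TPBG (-0.70 ± 0.089, edgeR adjusted p = 9.76e-07), the AMP-activated kinase subunit PRKAA2 (-1.71 ± 0.23), the transporter ABCA8 (-1.03 ± 0.14) and DOCK2 (-1.17 ± 0.16). In all, 262 of 17011 genes differed, 43 higher and 219 lower in the high-rate controls. The count was 131 without high-rate control replicate 5, 136 and 156 without low-rate control replicates 1 and 2, and 98 in the low-share libraries alone.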

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

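Of the tests in this part, those of exchanged labels, of depth at equal totals, of the histone difference without the low-rate libraries numbered 3, of GC content and of single libraries at 0.01 Gy, and the regroupings for 5 Gy at the high rate and for the difference between rates at 5 Gy, were chosen only after the result was seen.

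The low-rate libraries labelled 2 and 5 Gy replicate 3 stood apart from their groups. On a score of the 2145 genes called at 5 Gy, high rate (control mean at 0 at each rate, the high-rate 5 Gy mean at 1), the library labelled low-rate 5 Gy replicate 3 was at 0.00544 where the other 4 were at 0.786 to 0.954, and that labelled 2 Gy replicate 3 at 0.895 where the others were at 0.189 to 0.237. A low total argues for depth at first sight, since the former has 30.3 M counts (1 M is 1e+06) and the other 4 have at least 33.2 M, but thinned to that total the others still scored at least 0.777, and the other low-rate 5 Gy libraries with little mt-rRNA scored at least 0.786. Exchanged labels may account for the pattern: 2 of the 3 libraries labelled 5, 2 and 0.5 Gy in that set lay in the range of another dose, that labelled 0.5 Gy, at 0.247, lay just above the 2 Gy range, and those labelled 0.01 and 0.25 Gy (0.0848 and 0.151) lay above their own groups. The labels alone cannot settle this, no sample was moved, and no biological explanation was tested.

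Histone genes were lower at 5 Gy by more at the high dose rate, with a median difference of -0.68 on the log2 scale over 54 genes. The libraries numbered 3 account for part of it: without them the median was -0.47, and the list no longer passed with an estimated correlation (adjusted p = 0.0513, from 0.00846). With the mt-rRNA share as a term it was -0.65, so the share does not account for it as the whole cause. The 5711 other genes of 312 to 2367 bp, the length range taken for the histone genes, had a median difference of -0.0384. That range reaches well above the length of histone genes such as H2AC16 and H3C11. The comparison therefore cannot exclude an effect limited to the shortest transcripts. A dose-rate effect on histone transcripts may be present, as a hypothesis found and tested on the same data. Each rate is a series with its own controls, so rate and series cannot be told apart.

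Fold changes at 0.01 Gy ran in opposite directions at the 2 rates, with Spearman's rho of -0.436, and -0.441 over the 15980 genes with a known GC content. A single control may account for this: without high-rate control replicate 1 rho was 0.0263, whereas leaving out any other of the 20 libraries left it between -0.492 and -0.332. That control stood apart from the other 4 in the mean log2 level of immediate early genes (3.02 against 3.84 to 3.90), and without it and low-rate 0.01 Gy replicate 2, the low-rate library whose removal moved rho most, rho was -0.0159. With the mt-rRNA share as a term rho was still -0.324 and after a smooth GC trend was removed -0.375, so neither is the whole cause. Why that control differs was not tested, and no gene was called at 0.01 Gy at either rate.

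Random regroupings of the libraries tested whether chance gives counts as large, with 100 regroupings per comparison and the real grouping counted among them; replicate numbers were not kept together, so a structure by number is not covered. Chance could be excluded for 5 Gy, high rate (1 of 100 reached 2145, highest other 1626), and 2 Gy, high rate (3 reached 96, highest other 1027). It could also be excluded for 5 Gy, low rate (4 reached 843, highest other 1215), and the controls (1 reached 262, highest other 76). The same holds for the trends (1 reached 4265, highest other 636, and 1 reached 2407, highest other 1). For the difference at 5 Gy 3 reached 6 (highest other 407), and for the difference in slopes 3 reached 127 (highest other 3604). Regroupings for differences between rates exchange libraries between the rates, whose controls already differ by 262 genes. They cannot decide whether chance gives a difference in response. Chance could not be excluded for 2 Gy, low rate, where 5 of 100 reached 1 gene and the highest other gave 773. Where 0 genes were called, all 100 regroupings reached that count. The highest others there were 1635, 1, 1 and 1 at 0.5, 0.25, 0.05 and 0.01 Gy, high rate, 0, 0, 3 and 2524 at these doses, low rate, and 3398, 83, 1, 81 and 1003 for the differences at 2, 0.5, 0.25, 0.05 and 0.01 Gy. Of 60 regroupings, 16 gave at least the 91 list calls made with the preset correlation, with a median of 81 and a highest other of 123, so the number of such list calls is not distinguishable from chance. Regroupings that call many genes point to a structure of the libraries. That with 2524 genes parted all 5 libraries with a high mt-rRNA share from the 5 with a low one, where the real groups call 0 genes with the share as a term and in the low-share libraries alone. Those with 1626, 1635 and 1027 genes put all high-share libraries on 1 side, 3, 3 and 2 of them, and that with 773 put 5 of 6 there, but regroupings at 0.25 and 0.05 Gy, high rate, did so too and called 1 gene each, so the share alone does not account for these counts. Those with 1626 and 1635 genes exchanged only 1 library of each group. High-rate control replicate 1 changed sides in those with 1626, 1635 and 1027 genes, but also in those at 0.05 and 0.01 Gy, high rate, with 1 gene each. That with 1215 genes put the library labelled low-rate 5 Gy replicate 3 with 4 controls, against the other 4 irradiated libraries and 1 control.

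Single libraries far from the rest of their group were looked for in 70 sets of 5 values. In 11 of them a library stood apart, where chance gives about 3.5. In the low-rate libraries numbered 3, as labelled, CDKN1A was at 59.8 CPM at 0.5 Gy (others 35.04 to 39.6), 189 at 2 Gy (others 55.1 to 64.8) and 34.7 at 5 Gy (others 150 to 182). MDM2 was at 380 CPM at 2 Gy (others 170 to 223) and 178 at 5 Gy (others 339 to 378), and GDF15 at 25.1 at 2 Gy (others 5.53 to 8.20) and 5.49 at 5 Gy (others 17.97 to 21.995). MDM2 was lowest in high-rate 0.25 Gy replicate 4, at 167.0 CPM (others 173 to 175), and highest in high-rate 0.5 Gy replicate 1, at 215 CPM (others 156 to 168). Total counts were 13.1 M in low-rate 0.25 Gy replicate 4 (others 32.7 to 40.3 M) and 65.01 M in low-rate 0.5 Gy replicate 2 (others 32.4 to 36.1 M).

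Genes whose response differed between dose rates, by a test of the difference itself (high minus low, log2), were QPRT (0.93), SERPINE2 (-0.74), DPY19L2P2 (-1.06), NT5E (-0.95) and H2AC16 (-0.94) at 5 Gy. The slopes per Gy differed for QPRT (0.16), WDPCP (0.0906), CNTN5 (0.20), CDKN2C (0.0632), SERPINE2 (-0.16), DPY19L2P2 (-0.19), NT5E (-0.19) and H2AC16 (-0.19).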

How the results depend on the processing

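Alternatives with the mt-rRNA share as a term, with low-share libraries alone or without the low-rate libraries numbered 3 were chosen after seeing the data. Of 22 counts of genes, DESeq2 size factors left 22 within 1.5 times, the share as a term 21 and the DESeq2 Wald test 19. No filter on low counts left 18 and lowered 4, and low-share libraries alone left 14 and lowered 8. The replicate number as a block left 17 and raised 4. Most of the 22 counts were 0, and a count that stays at 0 is within 1.5 times. The tally therefore says little about the counts above 0. No called gene named in the text changed sign in the 8 alternatives compared gene by gene, where it was part of them. Causes were not tested unless named. Without a filter on low counts, which adds genes to the adjustment, the genes changed at 5 Gy, low dose rate, were 387, at 2 Gy, high rate, 63, the controls 150 and the difference in slopes 76. The DESeq2 Wald test gave 158 at 2 Gy, high rate, 16 at 2 Gy, low rate, and 17 for the difference at 5 Gy. The share as a term gave 13 for the latter. With the replicate number as a block, 2 Gy at the high rate gave 223. The differences at 5 and 2 Gy then gave 39 and 1, and the difference in slopes 228. At each dose only 1 to 3 of 5 same-numbered pairs correlated above 0.1, and 1 to 3 of 5 correlated best with their own number. The samples are numbered consecutively through all doses within each replicate number at each rate, which is a layout of blocks. No label says what a number shares, and the block stayed an alternative. The counts given first therefore leave any variation between such blocks in the residual. Same-numbered libraries did share deviations at the high rate (mean correlation 0.0282 to 0.249 by number, against -0.0541 between numbers). For number 5 they did so at the low rate too (0.223 against -0.0391). The mean of the interferon-stimulated genes was lower in number 5 than in number 1 at every low-rate dose. It was 3.12 and 2.68 in numbers 1 and 5 of the controls, 3.22 and 2.58 at 0.5 Gy, and 3.26 and 3.06 at 5 Gy. On the score of genes called at 5 Gy, high rate, number 1 was lowest at every high-rate dose but 5 Gy. Number 5 was lowest at every low-rate dose but 5 Gy. A structure by number is therefore present, its source was not tested, and the regroupings did not keep numbers together. Low-share libraries alone, which are fewer, gave 1245 genes changed at 5 Gy, high dose rate, 0 at the low rate, 14 and 0 at 2 Gy, 417 for the low-rate trend, 0 for the difference at 5 Gy, 24 for slopes and 98 for controls. Without the low-rate libraries numbered 3, 5 Gy at the low rate gave 1763, 2 Gy 4 and the difference at 5 Gy 13. Models of only the 2 groups compared, with fewer libraries, gave 1001 and 446 at 5 Gy (high, low rate) and 3 and 0 at 2 Gy. With the rank of the dose, 2440 were genes with a dose trend, high dose rate, 1271 were genes with a dose trend, low dose rate, and the difference in slopes 6. An estimated correlation left 9 of 91 list calls. Leaving out single libraries gave 27 to 135 at 2 Gy, high rate, 298 to 1940 and 0 to 2 at 5 and 2 Gy, low rate, and 131 to 273 for controls; leaving out a replicate number gave 979 to 3108 for the low-rate trend, 1 to 10 for the difference at 5 Gy and 62 to 92 for slopes. Depth limits high-rate 2 Gy replicate 1 most, with 7.18 M counts.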

Other observations

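Some keratin genes and single markers of other cell types changed at 5 Gy. Of 7 markers of squamous epithelium measured at 5 Gy, high rate, KRT17 (-0.91 ± 0.13), KRT14 (-0.98 ± 0.26) and KRT18 (-0.32 ± 0.070) fell and SFN, a p53-regulated 14-3-3 protein gene, rose by 1.21 ± 0.23 (camera adjusted p = 0.0641). At the low rate KRT8 (-0.60 ± 0.13), KRT17 (-0.95 ± 0.26) and KRT18 (-0.41 ± 0.11) fell (camera adjusted p = 0.0315, and adjusted p = 0.202 with an estimated correlation). Of the fibroblast markers, LUM (-0.63 ± 0.15) and PDGFRB (-0.42 ± 0.11) fell at the high rate and COL14A1 (-1.17 ± 0.31) and PDGFRB (-0.59 ± 0.14) at the low rate, 2 of 8 and 2 of 9 measured (adjusted p = 0.105 and 0.272 with an estimated correlation). Without the low-rate libraries numbered 3, 5 fibroblast markers, 8 genes of the unfolded protein and integrated stress responses and 6 of cholesterol synthesis fell at the low rate, and 2 of the stress response genes rose. Of 6 leukocyte markers at the low rate, LAPTM5 rose by 2.95 ± 0.43 and ITGB2 by 1.38 ± 0.37 from low levels (camera adjusted p = 0.0229, and adjusted p = 0.263 with an estimated correlation). LAPTM5 went from 0.0308 to 0.260 CPM and ITGB2 from 0.148 to 0.430 CPM. At the high rate 0 of 5 leukocyte markers were called (adjusted p = 0.805). None of 6 endothelial markers was called at either rate (adjusted p = 0.770 high, 0.992 low), and of 3 melanocyte markers PMEL rose at the high rate (0.66 ± 0.17, list adjusted p = 0.791 high, 0.780 low), a list whose median was -0.29 although its test pointed upward.

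Of the lens genes, FGFR2, a receptor of fibroblast growth factor, fell at 5 Gy at both rates (-0.77 ± 0.12 high, -0.79 ± 0.16 low), as did the connexin GJA1 (-0.48 ± 0.11 and -0.53 ± 0.16). FGFR3 (0.46 ± 0.10) and TDRD7 (0.30, edgeR adjusted p = 0.0225) rose and MEIS1 fell (-0.38 ± 0.11) at the high rate. PAX6 (-0.09 ± 0.12 and -0.32 ± 0.16) and the crystallin gene CRYAB (-0.17 ± 0.27 and -0.51 ± 0.33) did not pass. The lens epithelial list had adjusted p = 0.514 (high) and 0.0203 (low, and adjusted p = 0.579 with an estimated correlation), and the fibre list 0.834 and 0.744. Genes of the unfolded protein and integrated stress responses fell, 8 of 30 at the high rate, such as DDIT4 (-0.68 ± 0.20), VLDLR (-0.49 ± 0.14) and ATF4 (-0.35 ± 0.10), and 3 at the low rate, PDIA4 (-0.50 ± 0.12), CALR (-0.59 ± 0.15) and VLDLR (-0.49 ± 0.14), with adjusted p = 0.541 and 0.308 with an estimated correlation. Of 25 genes of cholesterol synthesis TM7SF2 rose (0.99 ± 0.19) and 4 fell at the high rate, INSIG1 (-0.48 ± 0.098) among them, and 3 fell at the low rate, DHCR7 (-0.43 ± 0.10) and SREBF2 (-0.71 ± 0.21) among them, with adjusted p = 0.714 and 0.219 with an estimated correlation. Without the low-rate libraries numbered 3, SREBF2 (-0.76, edgeR adjusted p = 0.0507) did not pass, whereas DHCR7 (-0.48, adjusted p = 0.0125) did. Of 31 immediate early genes 4 rose at the high rate, NR4A3 (0.98 ± 0.25), FOS (0.85 ± 0.27), SPRY2 (0.45 ± 0.12) and DUSP5 (0.37 ± 0.11), and 0 at the low rate (list adjusted p = 0.242 and 0.529). High-rate control replicate 1 lay below the other controls on this list (mean log2 level 3.02 against 3.84 to 3.90). Without it FOS (0.71, adjusted p = 0.102), DUSP5 (0.34, adjusted p = 0.0556) and ATF4 (-0.25, adjusted p = 0.0965) did not pass at the high rate. Their changes kept the same sign.

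The remaining lists had few calls at 5 Gy. Of the targets of NRF2, PIR (0.61 ± 0.12) and SQSTM1 (0.32 ± 0.081) rose at the high rate and ABCC2 (0.73 ± 0.21) at the low rate, with list adjusted p = 0.900 and 0.995 and a mean and median of opposite sign at both rates. HMOX1 (0.12 ± 0.090 and 0.34 ± 0.14) did not pass. SQSTM1 rose at the low rate too (0.42 ± 0.083, edgeR adjusted p = 0.00117) without the low-rate libraries numbered 3. In that fit 2 targets of NRF2 rose and 1 fell. Of 25 antioxidant enzymes MSRB2 (0.37 ± 0.091) and GLRX (0.44 ± 0.12) rose and MT1X (-0.46 ± 0.13) and PRDX4 (-0.43 ± 0.15) fell at the high rate, and MSRB2 rose (0.42 ± 0.11) and MT1X fell (-0.61 ± 0.16) at the low rate (list adjusted p = 0.992 and 0.808). The nuclear genes of the respiratory chain had 1 call at each rate, ATP5MC1 (-0.37 ± 0.11 and -0.41 ± 0.11, list adjusted p = 0.527 and 0.545). Without high-rate control replicate 1, ATP5MC1 (-0.29, adjusted p = 0.0872) and PRDX4 (-0.21, adjusted p = 0.314) did not pass at the high rate. No heat shock, mitochondrially encoded or ribosomal protein gene was called at either rate. These lists had adjusted p = 0.794 and 0.171 for heat shock, 0.440 and 0.0924 for the mitochondrial genome, and 0.00388 and 0.166 for ribosomal proteins, where the high-rate value became adjusted p = 0.913 with an estimated correlation. The mitochondrial genes had medians of -0.72 and -1.005, but the 5 Gy groups hold fewer libraries with a high mt-rRNA share than their controls (1 against 2 and 1 against 3). With the mt-rRNA share as covariate the list had adjusted p = 0.677 at the high rate, and 0.905 with an upward direction at the low rate.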
